A study of Mus musculus with 6 samples.

How the data were processed

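Primary lymphoma B cells of Eµ-Myc transgenic mice, in which a Myc transgene driven by an immunoglobulin heavy chain enhancer causes B cell lymphoma, were profiled by RNA-seq in 6 libraries, 3 labelled wild type and 3 labelled PRDM15 knockout. Per the labels' protocols, the cells were grown in culture with IL7, exposed to 4-hydroxytamoxifen (OHT) at 50 nM to delete Prdm15 or to ethanol as the control for 24 hours, and collected 3 days after the exposure. Total RNA was extracted with a column kit and directional libraries were made, per the labels' protocols. The series' design text calls the 3 libraries of a group biological replicates, so p-values measure the spread between these samples. The library titles give only the group and the replicate number, so which libraries received OHT is inferred. OHT exposure and deletion were taken to go to the same libraries, since the protocols make OHT the means of deletion.

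The submitters' processing notes name CASAVA, STAR 2.4.2a, HTSeq and edgeR and the genome build mm9, with no role or order. The deposited values are a signal, reads per gene divided by an effective library size, on the scale of CPM, as the values themselves show. The deposited table calls them FPKM, but within a library each value was a whole multiple of a single step that was the same for all genes, so they were not divided by gene length. With a tolerance of 0.01 reads, 100% of the values came out whole in each library. The recovered reads totalled 38581112, 40558008 and 47255421 in wild type replicates 1, 2 and 3 and 28852951, 40119748 and 41204788 in knockout replicates 1, 2 and 3. The effective library size was between 0.970 and 1.04 times these totals. The gene annotation and the strand setting of the counting are not given in the sources used here. Members of near-identical families, such as histone genes, may share reads, so their single values are uncertain. The annotation at hand (GENCODE M21) is of another build than mm9, so no coordinates are printed.

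The table holds 21448 genes, of which 919 had no read in any library. Genes with a mean value of at least 1 over the 6 libraries were tested, which left 10533. The design had assumed FPKM and set limma as the test, and limma was kept: values were analysed as log2(value + 1), with a trended prior variance, two-sided, Benjamini-Hochberg adjustment over all tested genes and a threshold of 0.05. All log2 changes are on this scale, which understates changes of genes with low values. Count tests on the recovered reads were added as alternatives after the values were seen, with edgeR's quasi-likelihood test and with DESeq2. Versions were R 4.3.3, limma 3.58.1, edgeR 4.0.16 and DESeq2 1.42.0. Plots were drawn with Python 3.11.15 and matplotlib 3.10.9.

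The design set before the data were examined compared the groups without the replicate number and listed the fit with the replicate number as a block as an alternative. The labels do not say that libraries with the same number share a mouse. The pairing was therefore checked from the data. Deviations from the group means correlated at 0.73, 0.73 and 0.84 across genes between libraries of the same number, and at -0.61 to -0.14 between libraries of different numbers. Deviations cancel out within a group, so positive values for equal numbers force the others to be negative on balance. The negative values are therefore no separate evidence. The numbers were taken to pair the libraries on the basis of the positive values, and both fits were run. Not every result is printed from both; an adjusted p of a list is from the unpaired fit unless called paired. A single gene is said to have risen or fallen where its limma adjusted p was under 0.05 in the unpaired or the paired fit. A gene list is said to have risen or fallen where it passed camera with the preset correlation. No pair of libraries agreed within counting noise, with a chi-square over degrees of freedom of 62.7 or more in each pair, so all 6 were counted separately.

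Before the data were examined, 37 gene lists were fixed with 1119 entries, covering signalling, metabolism, growth, stress, B cell stages, other cell types and RNA quality. Of these entries, 25 matched no gene of the table, and 14 matched through an older symbol or identifier. The 34 lists with at least 5 tested members were tested with limma's camera, a competitive test against the other genes, with a preset correlation of 0.01 and adjustment over the 34 lists. Camera with an estimated correlation and fry, whose p tests whether a list's genes move on balance in a single direction, were run as alternatives. The named genes follow a rule fixed at the same time. It takes Prdm15, up to 12 risers and 12 fallers past the threshold whose groups do not overlap, predicted and clone names left out, and up to 4 members with the smallest unpaired p in each list that passed and in the lists on insulin signalling and glycolysis. It adds the 2 members with the highest mean in lists of other cell types and RNA quality, and 12 genes fixed whatever their values. Genes named outside this rule are said to be so. The part on risers and fallers was applied to the unpaired and to the paired fit. Not every gene that the rule takes is printed.

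The code was tested on counts simulated for the 10533 genes from fitted means with the real library sizes and pair effects, with 200 genes changed by known folds. Of 50 genes changed 2-fold, the unpaired limma fit found 28.0%, the paired fit 78.0%, edgeR with the pairs 72.0% and DESeq2 with the pairs 80.0%. At 4-fold the shares were 78.0%, 94.0%, 94.0% and 92.0%. No changed gene was called in the wrong direction. False calls numbered 0, 14, 14 and 34. In the simulation of lists, camera called 0 of 20 unchanged lists. A list of 25 genes had 12 lowered 2-fold. Its adjusted p was 5.95e-16 with the preset correlation, 0.0574 with an estimated correlation and 0.0263 with fry. The simulation as described sets no correlation between the genes of a list. In the real lists the estimated correlation ranged from -0.088 (plasma cell genes) to 0.97 (mitochondrially encoded genes). A split of the libraries other than the real one called 14 lists, against 13 for the real one. The 0 of 20 therefore does not measure false calls among the real lists.

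Alternatives covered the pseudocount, the filter, the scaling of the libraries, the prior variance, library weights, the thresholds, the block and each library left out. Added later were the count tests, the same alternatives with the block kept and each pair left out. Also added later was a loess correction for transcript length and GC content from GENCODE M21. The last addition was a fit without the 2 knockout libraries that held more myeloid transcripts. It sets the lone knockout library, replicate 1, against all wild type libraries and so ignores the pairs.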

Results

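RNA was measured in lymphoma B cells of Eµ-Myc transgenic mice, 3 libraries labelled wild type and 3 labelled PRDM15 knockout, with 28852951 to 47255421 reads assigned to genes per library. Values are read counts divided by an effective library size (CPM), given as mean ± SD (n = 3 libraries per group). The title of the series names PRDM15, a zinc finger protein of the PR domain family, and B cell metabolism, so the comparison asks which genes differ after its deletion and whether metabolic genes are among them. The first principal component held 54.6% of the variance and set the libraries of replicate 1 apart from the others.

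Prdm15 (ENSMUSG00000014039) was listed at 29.2, 47.3 and 41.3 in wild type replicates 1, 2 and 3 and at 40.2, 41.0 and 39.2 in knockout replicates 1, 2 and 3. Its log2 change was 0.06 (exact two-sided permutation p = 1, the smallest possible being 0.1; limma p = 0.762, paired adjusted p = 0.834). Its log2 change was 0.45, -0.20 and -0.07 in pairs 1, 2 and 3, and -0.14 over all without wild type replicate 1. A sum over the whole gene does not show whether an exon was deleted, so this value does not check the labels, and the directions given here rest on the labels alone.

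Adgrl1, which encodes an adhesion G protein-coupled receptor, had the largest fall among the genes named by rule. It went from 38.1 ± 12.5 to 0.517 ± 0.345, a log2 change of -4.67 (limma adjusted p = 0.0333, paired 0.0120). Slc16a3, the lactate exporter MCT4, fell from 93.7 ± 66.4 to 2.82 ± 1.11 (log2 change -4.43, paired adjusted p = 0.0146, unpaired 0.150). Insr, the insulin receptor, fell from 33.8 ± 2.61 to 9.05 ± 1.21 (log2 change -1.80, paired adjusted p = 0.0187, unpaired 0.0637). Bnip3, a mitochondrial mitophagy receptor, fell from 182.5 ± 82.3 to 22.4 ± 0.682 (log2 change -2.88, paired adjusted p = 0.0313, unpaired 0.122).

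**Figure D1:**
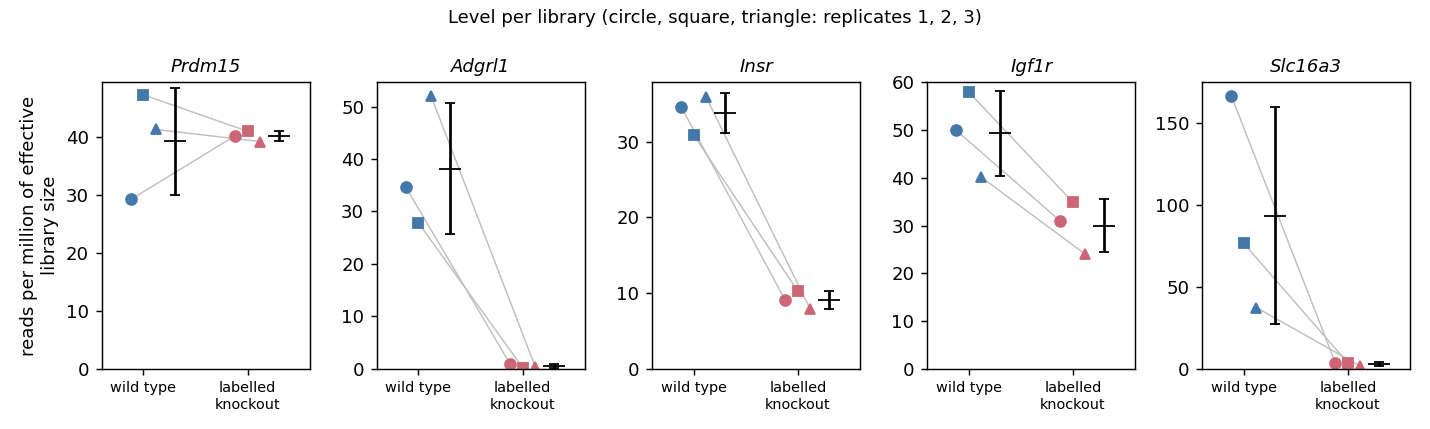
Level of Prdm15, Adgrl1, Insr, Igf1r and Slc16a3 in CPM of effective library size (vertical axes from 0) in each wild type and labelled knockout library, with lines joining libraries of the same replicate number and black bars for mean and SD (n = 3). Insr lay between 30.9 and 35.9 in the wild type libraries and between 7.85 and 10.3 in the labelled knockout libraries, while Prdm15 overlapped between the groups.

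With the replicate number in the fit, 92 of 10533 genes passed, 14 higher and 78 lower in the libraries labelled knockout, and 38 of them by at least 2-fold. Other named fallers were Tjp3, a tight junction protein (log2 change -2.45), Mgarp, a mitochondrial protein (-1.92), Zfp704 (-1.84), Maml3, a NOTCH coactivator (-1.81), and Cd244, an immune cell receptor (-1.76). The 6 named risers were Neurl3 (1.37), the kinase Sgk1 (1.10), Dnase2a, a lysosomal nuclease (0.87), Mettl7a1 (0.83), the deubiquitinase Usp3 (0.76) and Cpt1a (0.72), which carries fatty acids into mitochondrial oxidation. Without the replicate number, limma called 1 gene, Adgrl1, with 428 genes at an unadjusted p under 0.05, edgeR called 0, with 582 at that level, and DESeq2 called 110, 31 higher and 79 lower. Of the 92 genes, edgeR with the pairs called 35 among its 39, and DESeq2 with the pairs 91 among its 738. Among the other fallers and the risers just named, edgeR with the pairs called Tjp3, Mettl7a1, Usp3 and Cpt1a. It did not call Mgarp, Zfp704, Maml3, Cd244, Neurl3, Sgk1 and Dnase2a, while DESeq2 with the pairs called each of them. Adgrl1 lost its unpaired call when any single library was left out, and the paired count went to 840 without pair 1 (486 higher, 354 lower) and to 0 without pair 2 or without pair 3, with 1415 and 1240 genes at an unadjusted p under 0.05.

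Among genes for insulin, PI3K, AKT and mTOR signalling, the receptors Insr and Igf1r fell and no other member passed. Igf1r, the IGF1 receptor, fell from 49.4 ± 8.92 to 29.9 ± 5.53 (log2 change -0.70, paired adjusted p = 0.0313, unpaired 0.947). Of 39 tested members, 2 fell in the paired fit, Insr and Igf1r, and 37 did not pass; adjusted over the list alone, 2 were higher and 4 lower. Akt1 was at 267 ± 31.8 and 272 ± 21.9, Mtor at 931 and 794 (log2 change -0.28), and Pik3cd at 336 ± 79.1 and 432 ± 47.0, none of them past the test. The list as a whole did not pass (median log2 change -0.05, camera adjusted p = 0.376).

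Glycolytic genes fell as a group in the libraries labelled knockout, from the preparatory steps of the pathway to lactate export. Of 25 tested members, 13 fell in the paired fit, 0 rose and 12 did not pass; adjusted over the list alone, 20 were lower. Pgk1, phosphoglycerate kinase, fell from 821 ± 305 to 189.7 ± 25.8 (log2 change -2.05), and Pfkl, the liver-type phosphofructokinase, from 314 ± 56.8 to 86.6 ± 19.3 (-1.85). Triosephosphate isomerase, Tpi1, fell from 1174 ± 255 to 338 ± 53.6, pyruvate kinase, Pkm, from 3448 ± 746 to 1203 ± 175 and lactate dehydrogenase, Ldha, from 3033 ± 682 to 1158 ± 110.3. Hk3, a hexokinase named outside the rule, was at 0.699, 27.6 and 12.0 in knockout replicates 1, 2 and 3, where replicates 2 and 3 also held more myeloid transcripts, and at 2.85 ± 1.204 in wild type. The hexokinase Hk2 (log2 change -0.21) and the glucose transporter Slc2a1 (-0.54) did not pass, with paired adjusted p of 0.191 and 0.113. The list had a median log2 change of -0.95 and 22 of its members were lower in all 3 pairs (camera adjusted p = 5.72e-25, paired 4.03e-15). The adjusted p was 0.230 with an estimated correlation, and 0.760 in the paired fit.

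Targets of HIF1, the transcription factor of the hypoxia response, fell alongside. Of 17 tested members of the hypoxia list, 4 fell in the paired fit and 13 did not pass; adjusted over the list alone, 12 were lower. Bnip3l, a relative of Bnip3, fell from 174.6 ± 35.8 to 57.8 ± 5.76, and Pdk1, which inhibits pyruvate dehydrogenase, from 355 ± 43.0 to 147 ± 36.0. Pdk1 was not called by edgeR with the pairs (adjusted p = 0.0574) but was called by DESeq2 with the pairs. P4ha1, a prolyl hydroxylase subunit of collagen synthesis, went from 149 ± 24.5 to 57.4 ± 11.2 without passing (paired adjusted p = 0.0554). The list's median log2 change was -0.73 (camera adjusted p = 3.97e-13, paired 4.29e-07), with an adjusted p = 0.230 with an estimated correlation and 0.760 in the paired fit. Hif1a itself, named outside the rule, was at 124 ± 24.0 and 129.7 ± 18.2. Without knockout replicates 2 and 3, which held more myeloid transcripts, the medians of the glycolysis and hypoxia lists were -1.06 and -0.87.

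**Figure D2:**
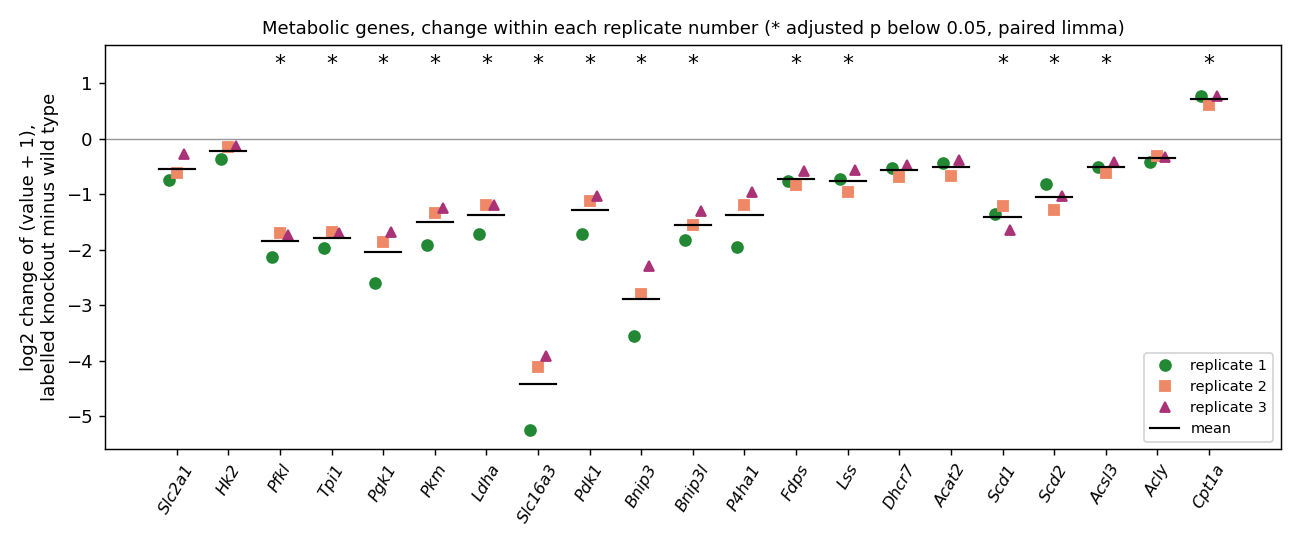
Log2 change of value plus 1, labelled knockout minus wild type (vertical axis), for 21 genes of glucose and lipid metabolism and the HIF1 response, 1 symbol per replicate number and a bar for the mean; an asterisk marks a paired limma adjusted p under 0.05. Slc16a3 lay at -5.25, -4.11 and -3.92 in pairs 1, 2 and 3, and Cpt1a was the only gene drawn that lay above 0.

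Genes of cholesterol and fatty acid synthesis fell as well, by smaller amounts. Farnesyl diphosphate synthase, Fdps, fell from 140.4 ± 11.1 to 84.2 ± 3.56 and lanosterol synthase, Lss, from 58.7 ± 0.490 to 34.7 ± 4.69. Of 23 cholesterol genes, 3 fell in the paired fit and 20 did not pass, among them Dhcr7 (log2 change -0.56) and Acat2 (-0.50); adjusted over the list alone, 19 were lower. The stearoyl-CoA desaturases Scd1 (log2 change -1.41) and Scd2 (-1.05) and the acyl-CoA synthetase Acsl3 (-0.52) fell, while the other 19 of 22 fatty acid synthesis genes, such as Acly (-0.35), did not pass; adjusted over the list alone, 7 were lower. Of the fallers named here, edgeR with the pairs called Scd1 (adjusted p = 0.0269). It did not call Fdps, Lss, Scd2 and Acsl3 (0.0516, 0.0671, 0.0545 and 0.0677), while DESeq2 with the pairs called each of them. The cholesterol list had a median log2 change of -0.39 (camera adjusted p = 8.51e-17, paired 1.22e-09) and the fatty acid list of -0.15 (0.00301, paired 0.00165). With an estimated correlation the adjusted p were 0.230 and 0.543, and in the paired fit 0.760 for both. The fatty acid median was -0.064 without wild type replicate 2 and -0.27 without knockout replicate 2, and the list passed in both. Without both knockout replicates 2 and 3, which held more myeloid transcripts, the medians were -0.30 for cholesterol and -0.39 for fatty acids. That fit ignores the pairs, and within pair 1 the medians were -0.23 and -0.19.

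Replication-dependent histone genes, whose mRNAs lack a poly(A) tail, fell in every pair. All 26 tested members were lower in all 3 pairs, with a median log2 change of -0.40; 6 passed in the paired fit, 20 did not, and 25 were lower adjusted over the list alone. Hist1h1e was at 1695 ± 124 and 1282 ± 12.3, Hist1h1c at 1478 ± 83.1 and 1016.0 ± 122, Hist2h3b at 118 ± 5.40 and 89.5 ± 8.30, Hist1h4d at 1594 ± 21.7 and 1282 ± 61.5, and Hist1h1a at 1668 ± 322 and 1300.1 ± 313, none of them past the test. The list passed camera (adjusted p = 1.16e-16, paired 1.41e-17), with an adjusted p = 0.341 with an estimated correlation and 0.760 in the paired fit. Its median was -0.27 without knockout replicate 1, where it passed. Without both knockout replicates 2 and 3 the median was -0.76, against -0.47 within pair 1. RNAs made without a poly(A) tail, named outside the rule, were also lower in all 3 pairs without passing: Rn7sk (log2 change -0.40), Rpph1 (-0.42) and Rmrp (-0.40).

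Cytosolic ribosomal protein genes, mitotic genes and NOTCH pathway genes fell slightly as lists. Of 53 ribosomal protein genes, 51 were lower in all 3 pairs and 0 passed over all genes or adjusted over the list alone (median log2 change -0.23, camera adjusted p = 7.29e-11, paired 1.40e-12, and 0.702 with an estimated correlation); Rpl3 (-0.30), Rpl28 (-0.25), Rpl32 (-0.33) and Rps19 (-0.24) had the smallest p. Of 41 mitotic genes, 0 passed over all genes and 1 was lower adjusted over the list alone (median -0.10, adjusted p = 0.00665, paired 4.51e-05, and 0.805 with an estimated correlation), with Mki67, the proliferation marker, at 2085 ± 124 and 1727 ± 29.2; Nusap1 (-0.36), Top2a (-0.24) and Kif4 (-0.21) did not pass either. Of 25 NOTCH genes, 2 fell in the paired fit, Maml3 and, outside the rule, Dtx1, and 4 were lower adjusted over the list alone (median -0.14, adjusted p = 0.0138, paired 0.00963, and 0.297 with an estimated correlation); Rbpj (-0.40), Notch3 (-1.05) and Hes6 (-0.31) did not pass. Neither Maml3 nor Dtx1 was called by edgeR with the pairs (adjusted p = 0.0873 and 0.100), while DESeq2 with the pairs called both. The ribosomal list lost its call without wild type replicate 1 (median -0.075, adjusted p = 0.108). The NOTCH list lost its call without wild type replicate 3 or knockout replicate 2 (0.0736 and 0.0538). Without both knockout replicates 2 and 3, which held more myeloid transcripts, the ribosomal median was -0.074. That fit ignores the pairs, and within pair 1 the ribosomal median was -0.39. The ribosomal median was -0.12 under quantile normalization. The NOTCH median was -0.087 with equal totals and -0.30 without both knockout replicates 2 and 3, against -0.20 within pair 1. The fit behind the -0.30 holds a lone knockout library and ignores the pairs, so it does not show a stronger fall of the NOTCH list. The mitotic list lost its call without wild type replicate 3, knockout replicate 1 or knockout replicate 2 (adjusted p = 0.834, 0.255 and 0.158). Its median was -0.0046 without wild type replicate 3, -0.022 without knockout replicate 1, -0.24 without wild type replicate 1 and -0.22 without knockout replicate 3. The mitotic median was -0.27 without both knockout replicates 2 and 3, against -0.071 within pair 1. It was -0.067 under quantile normalization and -0.049 with equal totals.

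Myeloid markers were high in knockout replicates 2 and 3 and not in knockout replicate 1. Lyz2, the lysozyme of macrophages and granulocytes, was at 20.4, 124.5 and 86.0 in wild type replicates 1, 2 and 3 and at 10.7, 1471 and 820.3 in the matching knockout libraries. Csf1r, the macrophage growth factor receptor, was at 5.21, 7.40 and 10.6 and at 1.80, 72.3 and 42.2. The 15 tested markers, among them Tyrobp (log2 change 1.96), Fcgr3 (1.86), Itgax (0.90) and Cd68 (1.31), were all higher in pairs 2 and 3 and 3 were higher in pair 1, with median log2 changes of -0.54, 2.58 and 2.04 in pairs 1, 2 and 3. The list rose (camera adjusted p = 1.18e-06, paired 2.25e-06, and 0.543 with an estimated correlation), with 0 members past the test over all genes or adjusted over the list alone. Without knockout replicates 2 and 3 its direction turned, to a median of -0.89 (adjusted p = 0.00490), a fit that assumes the lone knockout library to vary like the wild type ones. The median was 2.73 without knockout replicate 1 and 0.58 without knockout replicate 2.

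Genes of autophagy and lysosomes rose as a list in the same libraries. The median log2 changes of the 38 members were -0.03, 0.47 and 0.11 in pairs 1, 2 and 3, and 0.15 over all (camera adjusted p = 1.18e-06, paired 2.22e-05, and 0.543 with an estimated correlation), with 0 members past the test over all genes or adjusted over the list alone. Ctsa, a lysosomal protease, was at 88.5, 185 and 141 in knockout replicates 1, 2 and 3 against 85.2 ± 9.51 in wild type, and Lamp1, a lysosomal membrane protein, at 144, 293 and 208. Tfeb (log2 change -0.32), a regulator of lysosomal genes, did not pass. The unfolded protein response list rose too (30 members, median 0.14, and 0.056, 0.34 and -0.032 in pairs 1, 2 and 3, adjusted p = 0.000959, paired 0.00409, and 0.543 with an estimated correlation), with 0 members past over all genes or adjusted over the list alone, Hspe1 (0.27), Hspd1 (0.28), Hyou1 (0.23) and Dnajb11 (0.26) among them. Without the knockout libraries that carried the myeloid transcripts, both medians lay below 0 (-0.082 for lysosomes and -0.041 for the unfolded protein response). Relative to the other genes, which is what camera tests, the direction of both lists was still up in that fit. That fit sets knockout replicate 1 against all wild type libraries and ignores the pairs. Within pair 1 the median was -0.03 for lysosomes and 0.056 for the unfolded protein response, so the sign of the latter turns with the pairing. With 1 library left out both lists passed. Medians for the unfolded protein response were 0.089, 0.082, 0.23 and 0.038 without wild type replicates 1, 2 and 3 and knockout replicate 2. For lysosomes the median was 0.24 without wild type replicate 3 or knockout replicate 1.

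**Figure D3:**
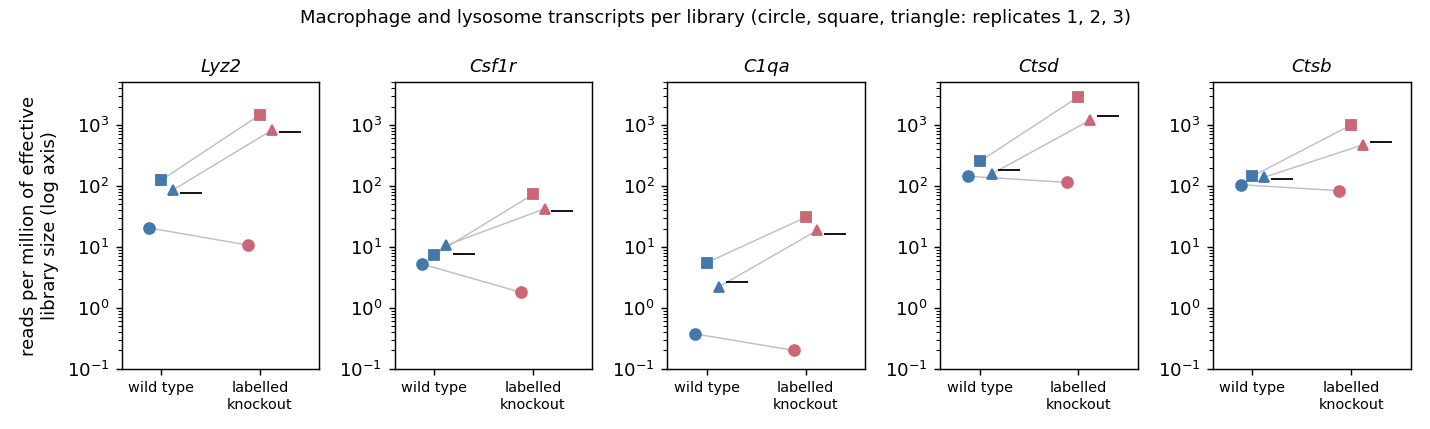
Level of the macrophage transcripts Lyz2, Csf1r and C1qa and the lysosomal protease transcripts Ctsd and Ctsb in CPM of effective library size (log axes, the same range in each panel) per library, with lines joining libraries of the same replicate number and a bar for the mean. C1qa, Ctsd and Ctsb were named outside the rule. Ctsd reached 2896 and 1204 in knockout replicates 2 and 3 and 114 in knockout replicate 1.

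NF-kappaB targets and mitochondrially encoded genes also rose as lists. The NF-kappaB list (19 members, median log2 change 0.19, 0 past over all genes or adjusted over the list alone) had a camera adjusted p of 0.0283, and 0.543 with an estimated correlation. It did not pass in the paired fit (0.0613), nor without wild type replicate 1, wild type replicate 2 or knockout replicate 1 (0.108, 0.0817 and 0.677), nor under quantile, median ratio or equal-total scaling (0.130, 0.0827 and 0.103). It passed without knockout replicate 2 or knockout replicate 3 (0.00355 and 0.00189). Its median was 0.28 without both, against 0.33 within pair 1, 0.10 without wild type replicate 1 and -0.0067 without knockout replicate 1. Its member Plek was at 5.19, 88.7 and 59.0 in the knockout libraries, where the myeloid markers also differed, against 10.5 ± 4.50 in wild type; Tnip1 (0.27), Rel (0.31) and Tnf (-0.81) did not pass. The 10 mitochondrially encoded genes (median 0.47, adjusted p = 0.00416, paired 0.000278, and 0.702 with an estimated correlation, 0 past over all genes or adjusted over the list alone) held 3.79% of the values in knockout replicate 1 and 0.969% to 1.63% in the other 5 libraries. COX1 was at 21788, 7617 and 7991 in knockout replicates 1, 2 and 3, ND1 at 5804, 1656 and 1736, and ND5, ND6, ND4 and ATP6 had log2 changes of 0.97, 0.52, 0.93 and 0.48. ATP6 lay close to the filter, at 0.604 ± 0.363 in wild type and 1.42 ± 1.36 in knockout. Its log2 change depended on the pseudocount and was 0.87 with a pseudocount of 0.1. Without knockout replicate 1 the direction of this list turned (median -0.03, adjusted p = 0.516), and it lost its call without wild type replicate 2 or wild type replicate 3 (0.0725 and 0.132). The median was 0.74 without knockout replicate 2 or knockout replicate 3 and 1.52 without both, against 1.14 within pair 1.

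**Figure D4:**
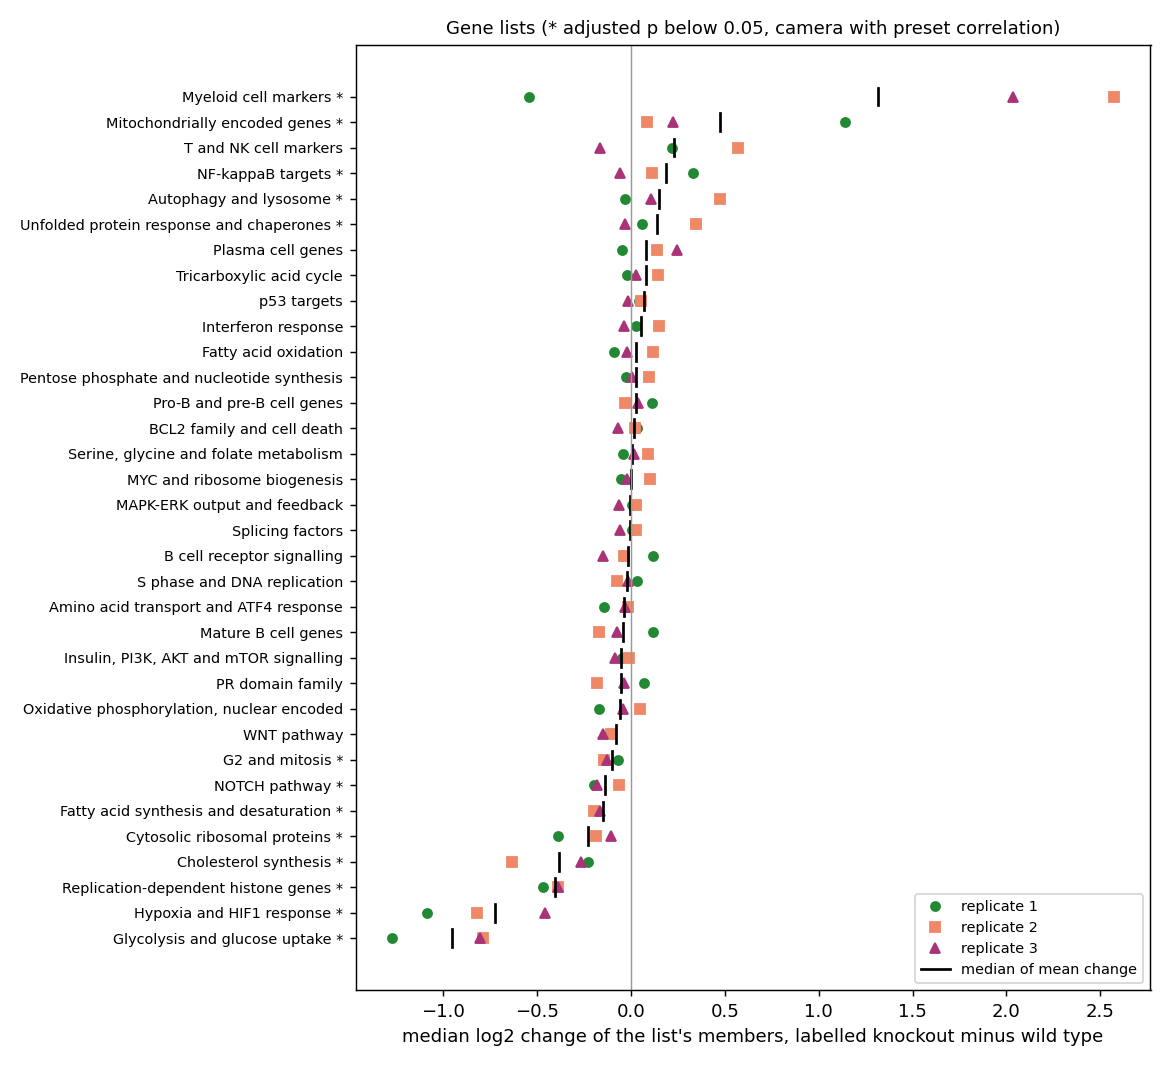
Median log2 change of each of the 34 tested gene lists, labelled knockout minus wild type (horizontal axis), 1 symbol per replicate number and a bar for the median over members of the mean change; an asterisk marks a camera adjusted p under 0.05 with the preset correlation. The glycolysis list lay at -1.28, -0.79 and -0.81 in pairs 1, 2 and 3, and the myeloid list at -0.54, 2.58 and 2.04.

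Of the 34 lists tested, 13 passed camera, 5 up and 8 down, and with the replicate number in the fit 12 passed, all of them among the 13. With an estimated correlation 0 passed in either fit, and fry called 0 without and 3 with the pairs, namely the histone, fatty acid synthesis and WNT lists (adjusted p = 0.0473 each). Myc, the driver of these lymphomas, was at 716 ± 118 and 572 ± 140 (log2 change -0.34) and did not pass. The lists that did not pass had median log2 changes between -0.08 (WNT) and 0.23 (T and NK cell markers). Respiratory chain subunits encoded in the nucleus (-0.06, adjusted p = 0.0949), the tricarboxylic acid cycle (0.08, 0.0689) and p53 targets (0.07, 0.0689) came closest to the threshold. The respiratory list passed without wild type replicate 2, wild type replicate 3 or knockout replicate 2 (0.0063, 0.00103 and 0.0179), the tricarboxylic acid cycle without wild type replicate 1 or knockout replicate 3 (0.0118 and 0.0216) and under median ratio or equal-total scaling (0.0329 and 0.0127), and p53 targets without wild type replicate 1 or knockout replicate 2 (0.00981 and 0.00631). MYC targets passed without wild type replicate 1 or knockout replicate 3 (4.18e-05 and 0.000244) and with equal totals (0.0367), and interferon genes without wild type replicate 3 (0.0065). Without both knockout replicates 2 and 3, in the fit that ignores the pairs, the medians were 0.075 for MYC targets and 0.11 for p53 targets. Within pair 1 they were -0.053 and 0.043. Oxidation of fatty acids (0.03), pentose phosphate and nucleotide synthesis (0.02), serine and folate metabolism (0.01), amino acid transport and ATF4 response (-0.04), S phase (-0.02, above 0 under the 3 other scalings), splicing factors (-0.01), cell death (0.02), interferon response (0.05), MAPK output (-0.00) and MYC targets and ribosome biogenesis (-0.00) did not pass. Test and median had opposite signs for MYC targets, MAPK output, splicing factors and the PR domain family (-0.06). Median and mean did for MYC targets, MAPK output, the PR domain family, pentose phosphate and nucleotide synthesis, serine and folate metabolism, and cell death.

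Markers of B cell stages did not pass as lists, with median log2 changes of 0.02 for pro-B and pre-B cells, -0.04 for mature B cells, -0.02 for receptor signalling and 0.08 for plasma cells (adjusted p = 0.182, 0.507, 0.823 and 0.182). The list of pro-B and pre-B cells passed without wild type replicate 3 (0.015). Mzb1 was at 417 ± 41.1 and 418 ± 128 and Slamf7 at 192 ± 69.5 and 186 ± 24.0. T and NK cell markers did not pass either (adjusted p = 0.257), with Lck at 47.6 ± 27.8 and 41.4 ± 28.5 and Cd2 at 20.1 ± 18.3 and 31.7 ± 30.3. Erythroid, stromal and endothelial markers had 2, 4 and 4 members above the filter and were not tested. Of these, Tfrc was at 1704 ± 100.1 and 1811 ± 278, Car2 at 5.77 ± 8.58 and 9.55 ± 13.4, Vim at 386 ± 71.7 and 380 ± 137, Thy1 at 6.02 ± 4.09 and 6.04 ± 6.29, Pecam1 at 54.4 and 72.3 (log2 change 0.36), and Egfl7 at 13.4 and 9.56 (-0.46). Rspo1 (0.1202 and 0.0732) and Spry1 (0.453 and 0.0716) lay below the filter on means.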

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

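The count tests and the fit without knockout replicates 2 and 3 were chosen after the data were seen. So were the correction for length and GC content, the repeats of the settings with the pairs kept and fits with a pair left out. The other settings were planned. For named genes, 992 values under an alternative kept direction and side of the threshold, 42 moved past it, 8 fell short of it and 26 reversed. The baseline for these genes was the unpaired fit, where Adgrl1 alone passed, so only Adgrl1 could fall short. The 992 values therefore do not measure how stable the calls of the paired fit are. For lists the numbers were 379, 16, 44 and 37. The self-test recovered 28.0% of genes changed 2-fold without the pairs and 78.0% with them at this depth.

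The unpaired count of 1 gene was 0 with a pseudocount of 0.1 (434 genes at an unadjusted p under 0.05), with quantile normalization (425), with no low-value filter (791), without knockout replicates 2 and 3 (319), at an adjusted p of 0.01 (428) and with edgeR (582). It was 2 with a mean of at least 5, 4 with library weights, 92 with the replicate block and 110 with DESeq2. With each library left out it ranged from 0 to 0, with 234 to 722 genes at that level. The paired count of 92 was 37 with median ratio scaling, 5 with no filter, 187 with a mean of at least 5, 0 with a constant prior variance (1981), 156 with a robust prior, 314 with library weights, 38 at 2-fold or more and 0 at an adjusted p of 0.01. It was 39 with edgeR and 738 with DESeq2, and 0 to 840 with a pair left out. Without a filter more genes are tested by construction; for the other counts, those with a pair left out included, the cause was not tested. The block moved named single genes past the threshold and ended the call of the NF-kappaB list, and changed no other list call.

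The 13 lists became 0 with an estimated correlation and 0 with fry, and the 12 lists of the paired fit became 0 and 3. Other settings gave 10 to 16 lists without the pairs and 12 to 16 with them. The log2 change of Prdm15 ranged from -0.14 to 0.20 with a library left out, and was -0.14 without wild type replicate 1.

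List medians are given here where the direction of the test reversed, which for some lists leaves the median's sign as it was; the cause was not tested. Under quantile normalization these were S phase (0.0050) and the PR domain family (-0.025), under median ratio scaling S phase (0.012), and with equal library totals S phase (0.035) and the gene Mzb1 (0.019). With fry they were serine and folate metabolism (0.0057), cell death (0.017), splicing factors (-0.0077) and the PR domain family (-0.056). Without knockout replicates 2 and 3, where the lone knockout library is assumed to vary like the others, they were nuclear respiratory genes (-0.052), ribosomal proteins (-0.074), S phase (-0.021), interferon response (-0.21), pro-B and pre-B cells (-0.32), mature B cells (0.063), B cell receptor signalling (-0.073) and myeloid markers (-0.89).

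With a library left out, lists with a reversal ranged as follows in their medians. Nuclear respiratory genes had -0.089 to 0.0086, amino acid transport -0.12 to 0.023, splicing factors -0.048 to 0.026, pro-B and pre-B cells -0.23 to 0.25, S phase -0.052 to 0.015 and cell death -0.051 to 0.029. Serine and folate metabolism had -0.026 to 0.042, MYC targets -0.056 to 0.082, mature B cells -0.24 to 0.14, B cell receptor signalling -0.11 to 0.071, the PR domain family -0.12 to -0.016 and mitochondrially encoded genes -0.029 to 0.74. Genes with a reversal were Slamf7 (-0.16 to 0.28), the gene Car2 (-0.64 to 1.59), Vim (-0.34 to 0.15), Mzb1 (-0.26 to 0.17), the gene Cd2 (-0.83 to 2.06), Thy1 (-0.86 to 0.30) and Akt1 (-0.060 to 0.11). Others were Lck (-0.82 to 0.31), Mtor (-0.76 to 0.12), ND5 (-0.017 to 1.52), the gene ND4 (-0.041 to 1.502), COX1 (-0.030 to 0.73), ND1 (-0.29 to 0.65) and the gene Tfrc (-0.0018 to 0.21).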

Other observations

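The tests here on B-lineage genes, HIF1 targets outside glycolysis, gains of lysosome genes, myeloid markers in pair 1 and RNAs without a poly(A) tail were chosen after the result was seen, as were the genes named next. Further genes fell in the paired limma fit outside the lists on glucose and lipids. Oxct1, the enzyme that lets cells use ketone bodies, went from 228 ± 4.45 to 124 ± 6.19 (adjusted p = 0.0125), Grhpr, glyoxylate reductase, from 42.7 ± 4.91 to 18.2 ± 1.94 (0.0125), and thymidine kinase, Tk1, from 55.7 ± 12.4 to 25.5 ± 8.32 (0.0255). Zmym3, a chromatin protein, fell from 28.1 ± 3.32 to 10.4 ± 1.33 (0.0125) and the homeobox gene Cux1 from 192 ± 44.7 to 85.1 ± 29.1 (0.0313).

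Among B cell genes, Cxcr5, a chemokine receptor of follicular B cells, fell from 35.9 ± 12.4 to 18.0 ± 7.83 (paired adjusted p = 0.0330), and Dntt, the terminal transferase of early lymphocytes, had a log2 change of -0.68 (0.0455; 0.199 with edgeR and 0.337 with DESeq2, both paired), with 1.07 and 0.133 in the libraries of pair 1 against 99.99 to 204.8 in the others. Cd22, an inhibitory receptor, was at 93.2 ± 34.5 and 42.2 ± 19.2 without passing (0.0713). Prdm1, which drives plasma cell differentiation, was at 0.579 ± 0.394 and 1.77 ± 0.668, and the recombinase gene Rag1 at 1.78 ± 1.06 and 8.96 ± 7.89, neither past the test. Groups did not overlap for 1001 genes, 9.50% of those tested, where chance gives 10% for libraries that are independent of each other. The libraries were taken to be paired, so this share cannot be read against that 10%.

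Splits of the 6 libraries were refitted for each count. In the unpaired fit 1 gene was called, 2 of the 10 splits reached that number, and the highest of the other splits was 1. For lists, 13 were called, 3 of the 10 splits reached that number, and the highest other was 14, given by the split of wild type replicates 1 and 2 with knockout replicate 3 against the rest. In the paired fit 92 genes were called, 1 of the 4 ways to swap groups within pairs reached that number, and the highest other was 0. For lists, 12 were called, 3 of the 4 reached that number, and the highest other was 13, with pair 1 swapped. Splits of 10 or of 4 are too few for a share under 0.05. Of the other 9 unpaired splits, 3 part all 3 pairs as the real one does, with at most 0 genes and 14 lists. The other 6 part 1 pair and keep 2 pairs whole, with at most 1 gene and 12 lists.

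The fall of glycolysis and HIF1 target genes was weighed against technical causes. After loess correction for length and GC content the glycolysis median was -0.93, under quantile normalization its value relative to all genes was -0.84 (1 factor per library, as in the other 2 scalings, hardly moves that value), and 0% of 10000 lists matched on expression lay as low, so none of these accounts for the whole fall. The 51 B-lineage genes had a median of -0.029, which argues against a lower share of lymphoma cell RNA. The 16 HIF1 targets outside the glycolysis list had a median of -0.70, but they are members of the hypoxia list, and the fall of that list had been seen, so this value decides nothing on a wider fall of HIF1 targets. Whether deletion of Prdm15, OHT itself, or a difference in density or oxygen between treated and control cultures lies behind it was not tested. Per the protocols OHT is the means of deletion, so both were taken to be in the same libraries and cannot be parted.

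The rise of myeloid and lysosome genes in knockout replicates 2 and 3 was weighed with the list of myeloid markers fixed before the data were examined, 13 of whose 15 tested members had a wild type mean of at least 1. The log2 ratio of the gain in pair 2 to that in pair 3 had a median of 0.9997 (SD 0.35) for 14 myeloid markers and of 1.26 (SD 0.32) for the 7 lysosome genes that gained at least 50% in both, a bound chosen after the values were seen, a difference of 0.26, and of 0.24 for all 24 lysosome genes with a gain. These lysosome genes were taken for having gained, and a lymphoma cell response larger in pair 2 would give a like ratio. RNA of macrophages and such a response therefore cannot be told apart by this test. In knockout replicates 2 and 3 Ctsd, named outside the rule, was at 2896 and 1204 and Lyz2 at 1471 and 820.3. The median of the myeloid markers in pair 1 was -0.54, which goes against a response shared by all 3 knockout libraries, but a single pair excludes nothing.

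The fall of histone genes was weighed against recovery of RNA without a poly(A) tail and against gene properties. The median of Rn7sk, Rpph1 and Rmrp was -0.75, -0.36 and -0.13 in pairs 1, 2 and 3, so the smallest fall, in pair 3, was -0.13 where the histone list had medians of -0.47, -0.39 and -0.39. A lower recovery of such RNA cannot be told apart from a fall of histone transcripts on these values, which lie below 0 in all pairs and above the histone medians in pairs 2 and 3. After correction for length and GC content the histone median was -0.28, between the bounds set beforehand, so this stays open too. No biological explanation other than the group was tested.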
